A study of Homo sapiens with 6 samples.

How the data were processed

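The study comprised 6 mRNA sequencing libraries of PA1 cells, 3 transfected with control siRNA and 3 with SOX2 siRNA. Per the labels' protocols, RNA was extracted with Trizol and libraries were made with a KAPA mRNA HyperPrep kit, a kit that captures polyadenylated RNA. The deposited table holds raw read counts per gene symbol, 1 column per library, and the values are whole numbers with unequal column totals. The aligner, the counting program, the use of strand, the genome build and the annotation are not stated in the labels or the file, and no coordinates are given for that reason. Columns were assigned to libraries by the identifier that each library's description carries, and groups were taken from the treatment label.

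Depth ranged from 25152313 to 32753184 counts per library, and 3 counts, taken as the smallest amount that can be told from none, equal 0.0916 to 0.119 CPM. Reads amplified by PCR without molecular identifiers are not independent molecules, so such floors cover counting error only. About 99.9% of counts fell in tested genes.

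Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with a minimum count of 10. Libraries were scaled by TMM, whose factors ranged from 0.991 to 1.01, and CPM values use the scaled library sizes. The test was edgeR's quasi-likelihood F-test (glmQLFit with robust=TRUE, glmQLFTest) on group, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. The common dispersion was 0.00218, a biological coefficient of variation of 4.67%. Standard errors of log2 fold changes are from the same fit. Values of single genes and libraries were compared by exact two-sided permutation tests, which with 3 against 3 libraries cannot give a p below 0.1.

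The 12 gene lists (pluripotency, other SOX family genes, apoptosis-promoting, apoptosis-restraining, proliferation, interferon response, epithelial-mesenchymal transition and matrix, TGF-beta/BMP/activin, neural progenitor, mesendoderm, p53 targets, hypoxia and glycolysis) were written from general knowledge beforehand, with SOX2 in none. They were tested with limma's camera on log2 CPM (prior count 2, correlation between genes 0.01), two-sided, with Benjamini-Hochberg adjustment over the 12 lists.

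The genes named follow a rule fixed beforehand: SOX2; the 6 highest and 6 lowest log2 fold changes among called genes with average log2 CPM of at least 2 and no overlap of the groups; the 6 smallest p-values; and up to 4 called genes per list by smallest p. Some genes that meet the rule are not reported here. Other genes were chosen after their values were seen: SOX2-OT, NANOG, POU5F1, SST, MIR302CHG, H19, IGF2, MEST, RMRP, 5_8S_rRNA and AL627171.2.

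Both groups carry replicate numbers 1 to 3 in their titles, which is the source of the pairing; the labels do not say what a number stands for. A fit with the number as a block is given beside the fit without it, together with the correlations of same-numbered libraries. Alternatives were DESeq2's size factors, upper-quartile and total-count scaling, no filter beyond 1 count, at least 10 counts in every library, DESeq2's Wald test, limma-voom, robust=FALSE, each replicate left out in turn, the replicate block, loess offsets for GC content and transcript length with and without the block, edgeR's glmTreat against a 1.5-fold change, and for the lists a prior count of 0.5 and a correlation estimated from the data. The offsets without the block were added for the lists after seeing the data.

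GENCODE 29 was used for gene type, length, GC content, exon overlaps and 3′ UTR sequence, not for coordinates; 17321 of the tested genes (98.5%) matched it by symbol. It need not be the annotation the authors used. For sequence elements, 13547 tested genes had a 3′ UTR of at least 50 bases. SOX2 and genes of low average expression were left out, which left 11847. Their log2 fold changes, limited to 2-fold, were regressed on the presence of each of 15919 7-base sequences found in at least 100 genes. The regression was adjusted for 3′ UTR length, 3′ UTR GC content and expression, and was set against 20 shuffles.

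The procedures were tested on simulated data. With 200 of 17278 simulated genes changed, edgeR recovered 80%, all with the right sign, and 12.1% of its calls were false when dispersions were drawn gene by gene; the false share was 4.62% when they followed the trend, over 17319 genes. Recovery was 50% at 1.25-fold, 78% at 1.5-fold, 94% at 2-fold and 98% at 4-fold. The adjusted threshold depends on how many genes change, so these rates and false shares need not hold for the real data. Camera called 1 of 100 unchanged lists and 20 of 20 raised lists, and a planted 7-base element ranked first in 20 of 20 runs. Simulated genes varied independently, so camera was not tested on lists whose members vary together. No library was left out.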

Results

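Gene expression was measured by mRNA sequencing in PA1 cells, an established human ovarian teratocarcinoma line that expresses the pluripotency transcription factor SOX2. Cells in adherent culture were transfected with a control small interfering RNA (siRNA) or with siRNA against SOX2. The labels name 2 SOX2 siRNAs and do not say whether they were pooled. After 24 h the cells were moved to plates coated with poly-HEMA, a polymer that prevents attachment, and RNA was taken after 72 h of growth without anchorage. Each group had 3 libraries, numbered 1 to 3. Total counts were 32753184, 25152313 and 28994609 in control replicates 1 to 3 and 29965107, 32487683 and 30160522 in SOX2 siRNA replicates 1 to 3. The groups did not differ in total counts beyond the replicate spread (exact permutation p = 0.5, two-sided). At these depths 3 counts corresponded to between 0.0916 and 0.119 CPM (counts scaled to a common library size). Mitochondrial genes took 6.73% ± 0.299 of counts in control and 6.55% ± 0.0731 in SOX2 siRNA libraries (SD, n = 3; exact permutation p = 0.6).

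The libraries differed more between groups than within them. Pearson correlations of log2 CPM across genes ranged from 0.990 to 0.992 for replicate pairs and from 0.982 to 0.985 for pairs from different groups; genes are not independent replicates. The first principal component carried 61.2% of the variance, with control libraries at -19.9, -23.8 and -21.0 and SOX2 siRNA libraries at 19.9, 21.3 and 23.4. The second component carried 12.7%. Chi-square per degree of freedom between replicates ranged from 2.87 to 6.43, above counting noise in each pair, so no pair looked like 1 library sequenced or deposited again; this does not show that the RNA samples were independent.

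The targeted gene was examined first. SOX2 had 8093, 6647 and 7396 counts in control replicates 1 to 3 and 1564, 1776 and 1513 counts in SOX2 siRNA replicates 1 to 3. Mean expression was 255 ± 10.1 CPM in control and 52.5 ± 2.21 CPM in SOX2 siRNA libraries (SD, n = 3), so 20.5% of the control level remained. The log2 fold change was -2.28 (SE 0.0437; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.97e-16). An exact two-sided permutation test of the 3 against 3 libraries gave p = 0.1, the smallest value this design allows. With the replicate number as a block, the log2 fold change was -2.28 (edgeR adjusted p = 1.03e-15), and over all alternative settings it ranged from -2.32 to -2.25. SOX2 lies within the span of the non-coding gene SOX2-OT, on the same strand and without exon overlap. SOX2-OT, chosen after its values were seen, had a log2 fold change of -1.08 (SE 0.147; edgeR, Benjamini-Hochberg adjusted p = 2.51e-05), from 5.52 ± 0.534 to 2.61 ± 0.442 CPM (SD, n = 3).

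Across the transcriptome the comparison asked which transcripts change when SOX2 is reduced in cells growing without anchorage. Of 59653 gene symbols, 33956 had at least 1 count in some library and 17592 were tested. By edgeR's quasi-likelihood test, 4964 genes (28.2% of those tested) had a Benjamini-Hochberg adjusted p under 0.05, of which 2599 were higher and 2365 lower after SOX2 siRNA. Most differences were small, with 4407 calls (88.8%) under 2-fold. At least 2-fold changes were found for 277 higher and 280 lower genes. The libraries of the 2 groups did not overlap for 4873 of the called genes (98.2%) and for 41.8% of all tested genes, where chance gives 10%. The median log2 fold change of all tested genes was -0.00085. With the replicate number as a block, 5177 genes were called, 2720 higher and 2457 lower, with 276 higher and 269 lower by at least 2-fold; 4829 of the calls were shared with the fit without the block. Same-numbered libraries did not deviate together: their correlations across genes were 0.0868, -0.0377 and -0.0311, within the range of -0.120 to 0.155 seen for different numbers. The number of calls moved most, to 3760, when SOX2 siRNA replicate 2 was left out.

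**Figure D1:**
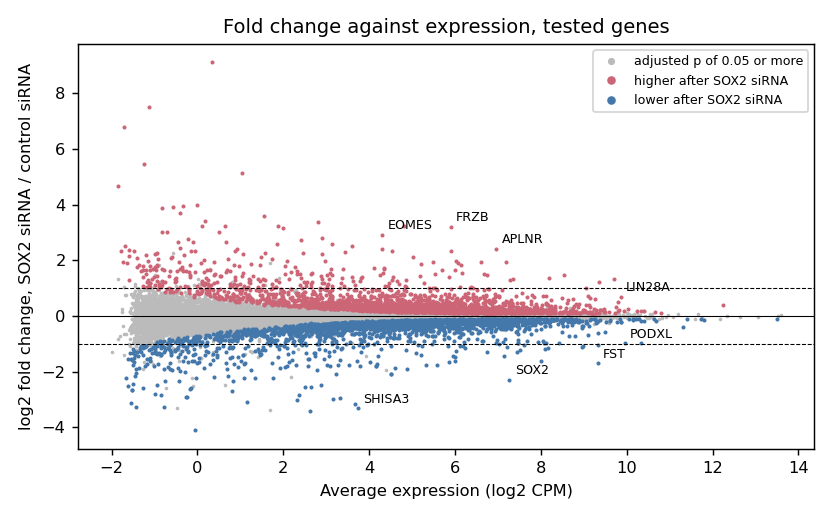
Each point is a tested gene, with average expression in log2 CPM on the horizontal axis and the log2 fold change of SOX2 siRNA over control siRNA on the vertical axis; red points are the 2599 genes higher and blue points the 2365 genes lower with an adjusted p under 0.05, and grey points are the other genes. Dashed lines mark 2-fold changes, which 277 higher and 280 lower calls reach.

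Among genes with an average log2 CPM of at least 2, the largest increases were those of RGS8, ITGA8, FRZB, EOMES, MARCHF4 and MEOX1, with log2 fold changes of 3.38, 3.25, 3.21, 2.92, 2.81 and 2.75. FRZB, encoding a secreted Wnt antagonist, rose from 11.5 ± 0.918 to 107 ± 5.42 CPM (SD, n = 3; edgeR, Benjamini-Hochberg adjusted p = 5.97e-16). EOMES rose from 4.57 ± 0.330 to 34.5 ± 2.14 CPM (SD, n = 3; edgeR adjusted p = 2.01e-14). The largest decreases were those of CDH9, SHISA3, POSTN and SOX21, with log2 fold changes of -3.42, -3.32, -3.15 and -3.03, followed by RN7SL2 and RN7SL1 at -2.98 and -2.93. SOX21 fell from 8.95 ± 0.924 to 1.09 ± 0.0616 CPM (SD, n = 3; edgeR adjusted p = 2.31e-11), and SHISA3 from 24.4 ± 0.503 to 2.45 ± 0.581 CPM (edgeR adjusted p = 5.95e-13). RN7SL1 and RN7SL2 are near-identical copies of the 7SL RNA, so their separate counts are uncertain. Their adjusted p-values of 0.0321 and 0.0372 (edgeR, Benjamini-Hochberg) rose to 0.105 and 0.0947 with the replicate block, and their control libraries spread widely, with 923, 313 and 352 counts for RN7SL1 and 876, 225 and 326 for RN7SL2.

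The smallest p-values belonged to FRZB, SOX2, APLNR, FST, VAT1L and DUSP6. The apelin receptor gene APLNR rose from 39.1 ± 1.42 to 209.5 ± 12.1 CPM (log2 fold change 2.42, SE 0.0481; edgeR, Benjamini-Hochberg adjusted p = 7.47e-16). The activin-binding protein gene FST fell from 978 ± 14.2 to 303 ± 11.5 CPM (log2 fold change -1.69, SE 0.0363; edgeR adjusted p = 1.93e-15). VAT1L fell from 388 ± 1.72 to 127 ± 3.44 CPM and DUSP6 rose from 59.8 ± 2.85 to 231 ± 8.64 CPM (SD, n = 3). For genes near absent from a group the ratio is only a bound, and 8 higher and 2 lower calls had at most 3 counts in every library of the lower group. SST, chosen after its values were seen, had 0 counts in all 3 control libraries and 74, 81 and 59 in the SOX2 siRNA libraries, at least 19.3-fold higher (edgeR, Benjamini-Hochberg adjusted p = 5.95e-09).

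**Figure D2:**
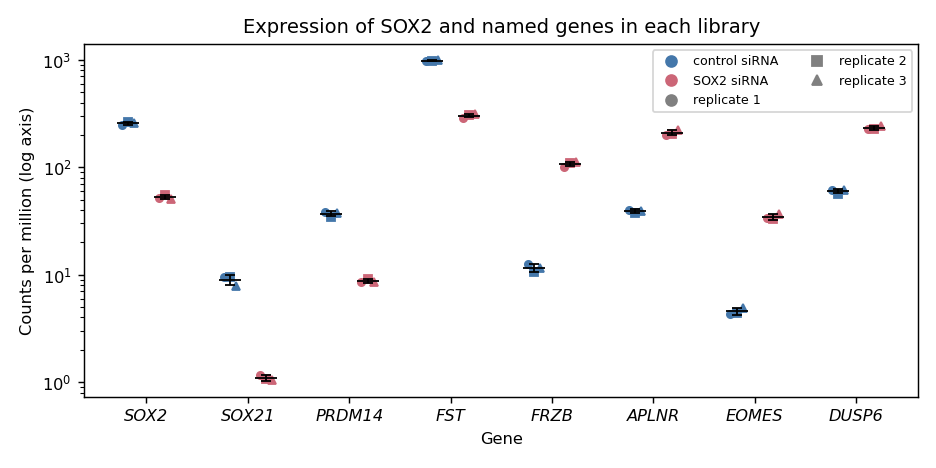
Points show CPM, on a log axis, in each of the 3 control siRNA (blue) and 3 SOX2 siRNA (red) libraries for 8 genes, with marker shape giving the replicate number and black bars the mean ± SD. SOX2 falls from 255 to 52.5 CPM and FRZB rises from 11.5 to 107 CPM, with no overlap of the groups.

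The transcriptome was also compared over 12 gene lists fixed beforehand, using limma's camera test with Benjamini-Hochberg adjustment over the lists. Each value is the mean difference of log2 CPM over the tested members. Camera weighs each member's difference against its spread and does not test this mean, so a p-value need not refer to the mean's direction. Adjusted p-values with the replicate number as a block are given beside those without it. In this family the choice that moved the tests most was estimating the correlation between genes from the data in place of 0.01, after which none of the 12 lists had an adjusted p under 0.05; the smallest was 0.141. Pluripotency genes as a list did not differ (-0.15 over 29 genes; camera adjusted p = 0.148, 0.189 with the block), with 17 of the 29 called over all genes and 18 when adjusted over the list alone. Within it, PRDM14 had a log2 fold change of -2.08, USP44 of -1.43 and PODXL of -0.97, while LIN28A was higher at 0.70. NANOG and POU5F1, chosen after their values were seen and sharing sequence with pseudogene copies, had log2 fold changes of -1.91 and 0.17. NANOG was low in both groups, at 0.820 ± 0.130 and 0.216 ± 0.0425 CPM, while POU5F1 was at 301 ± 18.6 and 339 ± 12.96 CPM (SD, n = 3; edgeR adjusted p = 3.08e-04 and 0.00798). Other SOX family genes did not differ as a list (-0.091 over 12 genes, camera adjusted p = 0.334, 0.365 with the block). Of these, 9 were called over all genes and 12 over the list alone. SOX21 and SOX13 were lower (-3.03 and -0.89) and SOX10 and SOX9 higher (1.54 and 0.53). The median difference of this list was 0.28, with 7 members higher and 5 lower, so SOX21 weighs strongly on its mean too. The camera p did not follow the negative mean. The adjusted p was 0.214 at a mean of -0.0228 with at least 10 counts in every library. Without control replicate 3 it was 0.629 at a mean of -0.174.

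Mesendoderm genes were higher as a list (0.57 over 22 genes; camera adjusted p = 0.0105, 0.0121 with the block), with 16 members higher and 6 lower and 16 called by either adjustment. EOMES, CER1 and MIXL1 had log2 fold changes of 2.92, 2.51 and 2.26, and TFAP2C of -1.19. Neural progenitor genes were lower as a list by a small mean (-0.095 over 27 genes; camera adjusted p = 0.0486), which was no longer below 0.05 with the block (0.0701); 20 members were called over all genes and 23 over the list alone. SOX21 had a log2 fold change of -3.03, ZIC5 and ZIC2 of -1.06 and -0.86, and POU3F2 of 1.55. The list's median difference was -0.234, with 18 members lower and 9 higher. SOX21, which fell most, therefore weighs strongly on the mean but not on the median.

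Apoptosis-promoting genes did not differ as a list (0.037 over 28 genes; camera adjusted p = 0.226, 0.292 with the block), and 8 were called by either adjustment. BMF, BCL2L11 and BID had log2 fold changes of 0.71, 0.56 and 0.50, and PMAIP1 of -1.21. Apoptosis-restraining genes were slightly higher (0.16 over 23 genes, camera adjusted p = 0.0112, 0.018 with the block), with 8 called by either adjustment. TNFRSF11B had a log2 fold change of 1.79, AKT1 of 0.38 and TNFRSF10D of 0.30. The list's median difference was 0.119, with 18 members higher and 5 lower, so TNFRSF11B, which rose most, weighs strongly on the mean. Proliferation genes were slightly higher (0.080 over 48 genes; camera adjusted p = 0.0105, 0.0121 with the block), with 36 members higher and 12 lower, 17 called over all genes and 23 over the list alone. CCNE1, E2F1, ANLN and TOP2A had log2 fold changes of 0.48, 0.25, 0.23 and 0.13. Targets of p53 did not differ as a list (0.029 over 29 genes; camera adjusted p = 0.950, 0.960 with the block), with 10 called over all genes and 11 over the list alone; CDKN1A and SESN2 were higher (0.81 and 0.49) and MDM2 and ZMAT3 lower (-0.27 and -0.28).

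Interferon-response genes were lower as a list (-0.29 over 34 genes; camera adjusted p = 1.49e-04, 2.43e-04 with the block), with 27 members lower and 7 higher and 18 called by either adjustment. TRIM22 fell from 61.9 ± 2.04 to 18.4 ± 2.09 CPM (SD, n = 3; log2 fold change -1.74), and PARP14 and EIF2AK2 had log2 fold changes of -0.60 and -0.32. Epithelial-mesenchymal transition and extracellular matrix genes were higher as a list (0.16 over 49 genes; camera adjusted p = 0.0105, 0.0173 with the block), with 31 called over all genes and 36 over the list alone, in both directions: BGN and COL5A2 had log2 fold changes of 2.33 and 1.35, and TNC and COL4A1 of -1.23 and -1.04. Genes of TGF-beta, BMP and activin signalling did not differ as a list (0.13 over 47 genes; camera adjusted p = 0.148, 0.180 with the block), with 21 called over all genes and 23 over the list alone; TGFB1 and GREM1 were higher (0.74 and 0.64), and FST and ID2 lower (-1.69 and -0.64). Hypoxia and glycolysis genes did not differ as a list (-0.077 over 40 genes; camera adjusted p = 0.554, 0.588 with the block), and ADM (-0.86) was the 1 member called by either adjustment. The SOX2 siRNA libraries spread over this list, with mean scores of 0.375, -0.0566 and -0.433 in replicates 1 to 3.

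**Figure D3:**
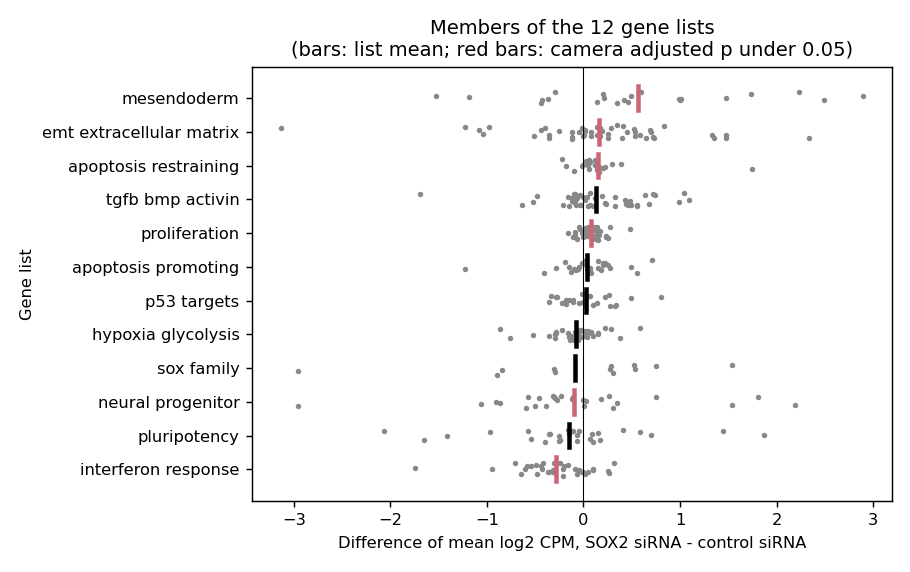
Grey points are the tested members of each of the 12 gene lists, placed by their difference of mean log2 CPM, SOX2 siRNA minus control siRNA (horizontal axis); vertical bars are list means, red where the camera adjusted p is under 0.05. List means run from -0.29 for interferon-response genes to 0.57 for mesendoderm genes, and members of each list lie on both sides of 0.

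Some named genes carry limits of measurement. Exons of AKT1, ANLN, BCL2L11, BMF, CDKN1A, DUSP6, EIF2AK2, GREM1, ID2, MARCHF4, MDM2, POU5F1, SOX10, SOX2-OT, TGFB1 and TNC overlap those of a gene on the opposite strand, and the labels do not state whether counting used strand, so their values are uncertain to that extent. Exons of TRIM22, RN7SL1, MDM2 and SOX2-OT overlap those of another gene on the same strand, which makes their values uncertain whether or not strand was used. The 7-base sequence GAGATAA, whose presence in a 3′ UTR went with lower expression across genes (z = -7.32), occurs in the 3′ UTRs of SOX2, VAT1L, COL4A1, PARP14 and ZIC5 among the lower genes named here, and of RGS8, MEOX1, APLNR, DUSP6, GREM1 and POU3F2 among the higher ones.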

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

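The alternatives were chosen before the data were examined, except the GC and length offsets without the replicate block for the gene lists, which were added after seeing the data.

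SOX2 was lower by -2.32 to -2.25 on the log2 scale under each of its 17 alternatives. The number of called genes ranged from 3760 to 5354. DESeq2's Wald test called 3923 genes, 3857 of them among the 4964; limma-voom called 4700, with 4622 shared; the replicate block called 5177, with 4829 shared; and GC and length offsets called 5354, with 4515 shared and 1 of the 4964 changing sign. Across the 6 fits that each left out one replicate, calls ranged from 3760 to 4863; 3091 of the 4964 genes (62.3%) were called in all 6 and none had the other sign in any. Of the 557 genes called with at least a 2-fold change, 467 were called in all 6. Upper-quartile scaling shifted the median log2 fold change to -0.0211 and the share of calls that were higher from 52.4% to 45.8%.

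Counts of genes changed at least 2-fold depended most on the low-count filter. With at least 10 counts in every library they were 179 higher and 177 lower, against 277 and 280; this filter left 16039 genes and removes those near 0 in one group. With no filter beyond 1 count they were 380 and 399. DESeq2's Wald test gave 244 and 230. A glmTreat test against a 1.5-fold change called 265 higher and 232 lower genes, a count without the 2-fold requirement. Leaving out SOX2 siRNA replicate 1 gave 278 higher and 351 lower, and leaving out control replicate 1 gave 311 and 275.

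The gene lists depended most on how correlation between genes was handled. Estimated from the data, it took the 6 lists with an adjusted p under 0.05 above that value at unchanged means: apoptosis-restraining (0.155), proliferation (0.0803), interferon (-0.290), epithelial-mesenchymal transition and matrix (0.157), neural progenitor (-0.0953) and mesendoderm (0.566). The adjusted p-values were then 0.141, 0.540, 0.141, 0.445, 0.194 and 0.141, each the highest over that list's alternatives, whose lowest values were 0.00503, 2.36e-04, 2.93e-05, 0.00731, 0.0237 and 0.00735. With 3 libraries per group this estimate rests on 4 residual degrees of freedom.

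The neural progenitor list lost its call under more settings: DESeq2 size factors (-0.0975), total counts only (-0.0991), the replicate block (-0.0953) and the block with GC and length offsets (-0.125). Leaving out one replicate gave means from -0.128 to -0.0766, and the call was lost in 5 of the 6 fits (adjusted p 0.051 to 0.0876) and kept without control replicate 2 (0.0315). For proliferation the means ranged from 0.0543 to 0.106, and the call was lost without SOX2 siRNA replicate 3. Apoptosis-promoting genes ranged from -0.0124 to 0.0498, reversing without control replicate 2, and hypoxia and glycolysis genes from -0.287 to 0.118, becoming a call without SOX2 siRNA replicate 1 (adjusted p 0.0039, over a range of 0.0039 to 0.947) and reversing without SOX2 siRNA replicate 3. Apart from the spread of the hypoxia list between SOX2 siRNA replicates, the cause was not tested.

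Of 1169 values for 69 single genes under alternatives, 22 lost their call and none reversed. The 22 belonged to RN7SL1 and RN7SL2 (8 each), 5_8S_rRNA (3), AL627171.2 (2) and TOP2A (1). Depth limits genes near the floor of 3 counts, for which only a bound on the fold can be given, and in simulated data changes of 1.5-fold were recovered in 78% of genes, so counts of small changes are incomplete.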

Other observations

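The splits of the libraries, the GC and length check over all genes, the chromosome medians, the search for seed sites of the siRNAs and the first tests of the miR-302 and let-7 sites were set out before their results were seen; the other tests were chosen only after the result was seen.

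The 6 libraries can be split 3 against 3 in 10 ways. The real split parts all 3 same-numbered pairs, as do 3 others; the other 6 part 1 pair. Among those 4 splits, only 1, the real split, gave as many called genes, in total, higher, lower, and in each direction at 2-fold, and the same held among all 10. The other 9 splits called at most 1 gene each, with 149 to 447 genes at an unadjusted p under 0.05 against 6632 in the real split. For the gene lists, the number of the 4 splits with a camera p as small was 1 for pluripotency, apoptosis-restraining, interferon, epithelial-mesenchymal transition and matrix, TGF-beta, neural progenitor and mesendoderm genes; 2 for SOX family, apoptosis-promoting and proliferation genes; 3 for p53 targets and 4 for hypoxia and glycolysis genes. Over all 10 splits that number was 1 for apoptosis-restraining, interferon, neural progenitor and mesendoderm genes. It was 2 for epithelial-mesenchymal transition and matrix and for TGF-beta genes, and 3 for pluripotency and SOX family genes. It was 4 for apoptosis-promoting and proliferation genes, 9 for p53 targets and 10 for hypoxia and glycolysis genes. With 4 splits the share cannot fall below 0.25, and with 10 not below 0.1, so these counts cannot exclude chance.

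A 7-base sequence in 3′ UTRs went with lower expression after SOX2 siRNA. GAGATAA, present in the 3′ UTRs of 1375 of 11847 genes, had a mean effect of -0.0617 on the log2 scale and the lowest z of all 7-base sequences, -7.32, against -5.00 as the lowest over 20 shuffles. It occurs in the SOX2 mRNA itself, at positions 1879 and 2479 of 2513, as do 13.1% of 7-base sequences, and overlapping sequences AGATAAA (-5.45) and TGAGATA (-4.20) were also low. The 8 sequences that extend it by 1 base at either end ranged from -8.41 for GAGATAAA (510 genes) to 0.59 for GAGATAAG (337 genes). The other 6 lay between, over 52 to 548 genes each; z depends on the number of genes, and differences between the extensions were not tested. A candidate explanation is off-target silencing: an siRNA against SOX2 can act like a microRNA through its seed on other transcripts. With the replicate block and GC and length offsets the z was -7.23, little changed. The reverse complement TTATCTC had a z of -1.08, so an element acting on either strand was not seen. Of 94 reorderings of the same bases 0% had a z as low, which follows from choosing the lowest sequence; the lowest among them was -2.76. That count alone thus excludes nothing. An effect of base composition alone would lower the reorderings to a similar degree, yet none fell below -2.76, against -7.32 for GAGATAA. These values argue against base composition as the source for this sequence. Leaving out each replicate gave z from -7.46 to -6.94, and z was -5.41 when fold changes were not limited to 2-fold. The siRNA sequences were not used here, so the pattern cannot be told apart from the action of an endogenous microRNA or an RNA-binding protein that reads the same sequence. No sequence in the higher direction passed its shuffles (highest z 4.34, against 4.56).

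The seed pattern may bear on part of the lower calls. Of genes with GAGATAA, 31.6% were called lower, against 19.2% of genes without it that were matched on 3′ UTR length, UTR GC content and expression and 13.8% of all without it; 14.98% were called higher, against 18.6% of matched genes. This is 434 lower calls where 264 would be expected, an excess of 170, or 9.03% of the 1883 lower calls in this comparison. Over the 3 overlapping sequences, the share called lower among genes without any was 51.6% of the share among genes with them, which leaves open how many lower calls arise this way. Of the 280 genes called lower by at least 2-fold, 109 entered this comparison, which leaves out genes without a 3′ UTR and genes of low expression. Of these 109, 16 had GAGATAA (14.7%), close to the 11.6% of all genes in the comparison, a difference that was not tested.

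Interferon-response genes were lower as a list. None of 10000 expression-matched random lists (0%) had a mean as low. By the same comparison the means of the other lists were at percentile 99.98 for mesendoderm, 99.4 for epithelial-mesenchymal transition and matrix, 99.3 for TGF-beta, 97.7 for apoptosis-restraining, 97.1 for proliferation, 71.7 for apoptosis-promoting, 64.2 for p53, 25.4 for hypoxia, 23.5 for SOX family, 10.5 for neural progenitor and 4.38 for pluripotency genes. The neural progenitor list, called by camera, was thus not extreme here, while the TGF-beta list, not called, was. For the interferon list, the mean was -0.296 with GC and length offsets, and the camera p was 0.00125 without the 5 members that fell most, leaving 29. The 25 members with none of the 3 seed sequences had a mean of -0.281, so the sites within the members do not account for the decrease. A lower tonic interferon response after SOX2 siRNA, or a stronger response to the control siRNA, are hypotheses the design cannot separate, as no untransfected cells were analysed here, and the split counts and the camera test with estimated correlation leave chance open.

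The hypoxia and glycolysis list spread across the SOX2 siRNA libraries, with scores of 0.375, -0.0566 and -0.433, a range of 0.808 against 0.225 over the control libraries. All 40 tested members were lower in replicate 3 than in replicate 1, and 39 fell in order from 1 to 2 to 3. The range kept 100% of its size with GC and length offsets, which hardly moved the scores (0.367, -0.0662 and -0.443), the control libraries varied more in depth with a smaller range, and 0% of 10000 random lists ranged as widely. Differences in oxygen supply or culture density between the replicate suspensions may be the source; no measure of either was used here, and members of such a list are co-regulated, which random lists are not. The chi-square per degree of freedom was highest, 6.43, for this pair of replicates.

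Several RNAs that are not polyadenylated were lower after SOX2 siRNA. The summed expression of 5_8S_rRNA, RN7SL1, RN7SL2, AL627171.2 and RMRP, chosen after their values were seen, was 87.8, 41.3 and 40.4 CPM in control and 8.08, 11.3 and 5.49 CPM in SOX2 siRNA libraries. AL627171.2 spans RN7SL2. Their log2 range over the control libraries alone, 1.12, was at percentile 100 of 2544 protein-coding genes of the same abundance, which is consistent with variable carry-over through poly(A) capture. RMRP did not share this pattern: it had 1.27, 1.84 and 1.14 CPM in the control libraries, where the other 4 were highest in replicate 1, and it kept its call under each alternative that tested it, so variable carry-over is not shown for it. Replication-dependent histone transcripts, also without a poly(A) tail, differed by a ratio of 1.09 where the 5 RNAs differed by a ratio of 6.81. This speaks against a change shared by the histone transcripts and the 5 RNAs. It does not gauge carry-over: over the control libraries the histone sum stayed at 78.7, 78.6 and 73.3 CPM, where the 5 RNAs ranged widely. Whether the histone reads came from molecules with a tail was not examined. Carry-over of all or some of the 5 RNAs was not settled, and the source of their decrease remains open.

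SOX2-OT kept 52.8%, 38.1% and 50.9% of the control mean in the 3 SOX2 siRNA libraries, where SOX2 kept 20.3%, 21.5% and 19.8%. If SOX2-OT counts were misassigned SOX2 reads they would have kept about the SOX2 share; the lowest value, 38.1%, lies above it. This excludes SOX2 reads as the whole of the SOX2-OT counts, but a mixture of SOX2 reads with unchanged SOX2-OT reads could give such values. The decrease of SOX2-OT therefore cannot be told apart from reads shared with SOX2.

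Over all tested genes, log2 fold changes correlated with GC content with a Spearman coefficient of 0.181, and with length at -0.0152, across 17321 genes that are not independent replicates. No chromosome shifted as a whole: the largest median was -0.0342, on chromosome 13, so a copy-number difference between the cultures was not detected. The imprinted genes H19, IGF2 and MEST, chosen after their values were seen, rose with log2 fold changes of 1.95, 1.27 and 1.29; exons of each overlap other genes. The other 29 tested imprinted genes did not move as a list (camera p 0.499), so a shared change of imprinted genes was not found. MIR302CHG, the host transcript of the miR-302 family, had a log2 fold change of -0.55; its exons overlap those of other genes. Lower miR-302 would raise genes with its sites, and both forms of the site went that way. AGCACTT had a z of 1.66, at percentile 93.5 over 7-base sequences and short of the percentile of 99 set beforehand. GCACTTA had a z of 4.17, rank 5 among the highest of 15919 sequences but below the highest over shuffles of all sequences, 4.56. A weaker action of miR-302 thus may contribute and was not settled. For let-7 only the form CTACCTC was tested. It was at percentile 35.2, so no change of let-7 action was seen through that form beside the increase of LIN28A.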
